A study of Mus musculus with 50 samples. Its data were reported in "HIRA-mediated H3.3 deposition preserves hepatocyte cell identity during liver aging" (2026).

How the data were processed

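Livers of wild-type control mice and of mice whose hepatocytes lacked HIRA (HIRA KO), a chaperone that places the histone variant H3.3 into chromatin, were profiled by CosMx spatial molecular imaging. In this assay, fluorescent probes are read out in cycles on a tissue section, each decoded spot is 1 transcript of 1 target, and spots are assigned to segmented cells. The panel held 1000 targets for genes and 10 negative probes that match no transcript. Hira itself was not among the targets (0 of 1000), so the deletion could not be checked at the transcript level, and Xist was not among them either.

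The authors deposited raw counts of decoded transcripts per target and segmented cell, without normalization or filtering of cells, for 50 fields of view on 1 slide, and the platform did the decoding and the segmentation. The count table and the table of single transcripts were compared, and 0 cells differed between them. Per the file headers, a further table gives the mean intensity of the PanCK, CD3, B2M, CD45 and DAPI stains per cell, the cell area in pixels and the position of the cell on the slide. The pixel size, any background subtraction and the software versions are not stated there. No cell type annotation was used here, and the outlines of the cells were not used here.

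The labels give the genotype of each field of view and name no mouse. Fields of view with consecutive numbers and 1 genotype form 6 tissue areas, 3 of control and 3 of HIRA KO, each with 8 or 9 fields of view. Before any test the areas were checked against the positions on the slide. All 50 fields of view lay nearest to the centre of their own area, and for all 50 the nearest other field of view belonged to the same area. Average linkage of the positions into 6 clusters returned all 6 areas, whereas single linkage kept 5 areas whole, complete linkage 4 and Ward linkage 5. The tissue area was taken as the replicate, so that every comparison was 3 against 3. Control areas all lay in 1 column of the slide and HIRA KO areas in the other, and each of the 3 slide rows held 1 area of each group.

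Cells with fewer than 20 counts (2215 cells) or with an area above 5 times the geometric mean of 10967 square pixels (252 cells) were left out, as in the study's methods. Of 52132 segmented cells, 49665 were kept. Counts were turned into Pearson residuals (theta 100, clipped at 10 in either direction), reduced to 30 principal components, joined in a graph of 20 nearest neighbours and clustered with the Leiden algorithm at resolution 1.6. Genes leading a cluster were ranked by the fold of its CPM (counts scaled to one total, offset 100) over the mean of the other clusters. A cluster took the name of a class, with the ending "-like", when at least 3 markers of that class were raised by more than 0.5 on the log2 scale and more of its 10 leading genes were markers of that class, at least 1, than of any other. Other clusters, and clusters under 50 cells, stayed unnamed. Only 2 targets mark erythrocytes, so the cluster led by haemoglobin genes is unnamed. No doublet caller was run, because segmented cells of a section overlap and share transcripts with their neighbours.

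Shares of cells per area were compared with exact permutation tests of the area means, two-sided, whose smallest possible p with 3 against 3 is 0.1. The neighbourhood of cholangiocyte-like cells was the mean share of each class among the 20 nearest cells. For gene tests, counts were summed per area and class, and edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with TMM scaling and filterByExpr was followed by Benjamini-Hochberg adjustment at 0.05. Negative probes and the 50 lines of transcripts outside cells, 6.89% of transcripts, entered neither library sizes nor tests. Classes with at least 100 cells in every area were tested. Genes that define a class, that is its markers and the leading genes of its clusters, were left out of the counts of called genes for that class (27 genes for hepatocyte-like, 22 for stellate-like, 15 for Kupffer-like, 19 for endothelial-like and 16 for cholangiocyte-like cells). Gene lists were tested with camera and fry (limma 3.58.1). Clustering used Python 3.11.15 with leidenalg 0.10.2, igraph 0.11.9 and scikit-learn 1.9.0.

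The markers, the gene lists, the tests, the rule for naming genes and the alternatives, except those given here as added, were chosen before the data were examined, whereas the clustering resolution and the thresholds for naming clusters were not fixed then. Genes named are up to 5 genes per direction and test with the largest fold among those past the threshold, with all 3 HIRA KO areas beyond all 3 control areas and a mean count above the highest negative probe, and the members of the fixed lists with the lowest p in either direction. Called genes outside this rule are marked as chosen after their values were seen. Gene positions are from GENCODE vM21 on GRCm38. The panel's tables carry no genome coordinates, and the positions of the probes within the transcripts were not used here.

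The edgeR, DESeq2, limma-voom and camera steps were tested on simulated counts drawn from the areas' means and library sizes. In the tests per gene, 200 genes were changed by known folds of at least 1 on the log2 scale, in either direction. edgeR recovered 100% of them over all cells and in hepatocyte-like cells, 99.5% in stellate-like, 95.5% in Kupffer-like, 99.0% in endothelial-like and 91.0% in cholangiocyte-like cells, with 1.49% to 4.76% of calls false. Over all cells 8.72% of the calls of DESeq2 and 9.50% of those of limma-voom on fields of view were false. In the data, several called genes had smaller folds, and far fewer genes were called. The recovery rates thus do not give the power of the tests for such changes.

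Alternatives covered the cell filter, the normalization for clustering, a Harmony-type correction by area written for this purpose, the clustering resolution, classes from marker scores without clusters, DESeq2 1.42.0, other scalings and gene filters, fields of view as units (limma-voom with the area as a random block), other numbers of neighbours, other thresholds of the PanCK stain and leaving out each area. Added after the data were seen were the slide row as a block, cells thinned to 50 counts, clusters made without the 102 genes that had an unadjusted p under 0.05 over all cells or belonged to the fibrosis list, and unnamed cells joined to hepatocyte-like cells.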

Results

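To ask how the loss of the H3.3 chaperone HIRA from adult hepatocytes changes the cells of the liver and their arrangement, sections of control and HIRA KO mouse livers were imaged for 1000 gene targets at the level of single cells. The data comprised 50 fields of view, 25 per group, in 6 tissue areas on 1 slide. A total of 7557143 transcripts were decoded, of which 6.89% lay outside segmented cells and 0.437% belonged to the 10 negative probes. The 3 control areas held 926865, 1082610 and 741485 gene counts in 8863, 7074 and 7622 cells, and the 3 HIRA KO areas 1301739, 1569254 and 1384441 gene counts in 10542, 10396 and 7635 cells. Median counts per cell ranged from 82 to 130 in control areas and from 100 to 146 in HIRA KO areas. Per field of view, counts ranged from 82527 to 165731 in controls and from 115227 to 238284 in HIRA KO. Of the 1000 targets, 2 had 0 counts and 265 had no more counts than the highest negative probe, so these targets could not be told from background at this depth.

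HIRA KO areas gave more signal per cell area than control areas. Gene counts per 1000 square pixels were 6.997 ± 1.36 in control (SD, n = 3) and 10.7 ± 0.457 in HIRA KO (SD, n = 3), with every HIRA KO area above every control area (exact permutation test, two-sided, p = 0.1, the smallest possible). Negative probe counts per megapixel of cell area were 29.7 ± 7.63 and 45.6 ± 3.01, with the same separation (exact permutation test, p = 0.1). The ratio of negative to gene counts per target did not differ, at 0.423 ± 0.0501 and 0.426 ± 0.0241 (exact permutation test, p = 0.9). The median cell area was 13300 ± 2710 square pixels in control and 9904 ± 1489 in HIRA KO, with overlapping areas (exact permutation test, p = 0.2). Because all control areas lay in 1 column of the slide and all HIRA KO areas in the other, side of the slide and genotype cannot be told apart. All expression comparisons below are relative to the total counts of an area.

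**Figure D1:**
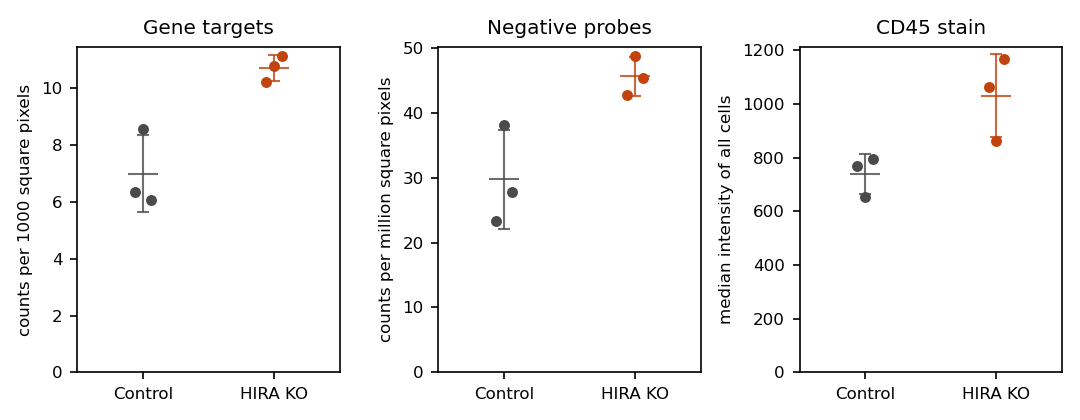
Signal per tissue area: gene counts per 1000 square pixels of cell area, negative probe counts per megapixel of cell area, and the median CD45 stain intensity of all cells, for 3 control and 3 HIRA KO areas (points, 1 per area, bars, mean and SD). HIRA KO areas lie above all control areas in each panel, for example 10.2 to 11.2 against 6.06 to 8.56 gene counts per 1000 square pixels.

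Unsupervised clustering of 49665 cells gave 20 clusters, of which 17 could be named from markers and 3 stayed unnamed. Hepatocyte-like cells (16484 cells) were led by Gc, Apoa1, Arg1 and Ttr in a pair of clusters, by Neat1 and Vegfa in another, and by Glul in the smallest. Cholangiocyte-like cells (2705) were led by Spp1, Clu and Sox9, stellate-like cells (5144) by Dcn and Cxcl12 or by Col3a1 and Gsn, myofibroblast-like cells (629) by Acta2 and Tagln, and endothelial-like cells (6163) by Kdr and Bmp2 or by Fabp4 and Vwf. Kupffer-like cells (3125) were led by Cd5l and C1qb, or by Cxcl13 in a small cluster, and monocyte/dendritic-like cells (2716) by H2-Ab1, H2-Aa and Cd74. T/NK-like cells (1338) were led by Ccl5 and Nkg7, B-lineage-like cells (1458) by Cd52 and H2-DMb2 or, as plasma cells are, by Igkc and Jchain, and neutrophil-like cells (940) by S100a9 and S100a8. The median stain of CD45, a leukocyte protein, in neutrophil-like cells was 688 in control and 1051 in HIRA KO. That was near the median of all cells (738 and 1031) and far below that of T/NK-like cells (2887 and 4783). Many cells of this class may thus not be neutrophils, which limits its shares below. Among the unnamed clusters, the largest (7562 cells) was led by genes of low counts, the next (1073) by Saa1/2 and Cxcl9, and the smallest (326) by haemoglobin genes.

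The first comparison asked whether cell populations differ in size between genotypes. Over 11 classes, no share passed a Benjamini-Hochberg adjustment of the exact permutation tests (smallest adjusted p 0.55), and no exact permutation test of 3 against 3 areas could pass 0.05. The endothelial-like share was lower in all 3 HIRA KO areas than in any control area, at 14.8% ± 1.63 in control and 10.7% ± 1.53 in HIRA KO (SD, n = 3 each, exact permutation test, two-sided, p = 0.1). It was lower in HIRA KO in each of the 3 slide rows, an agreement that chance gives in 25% of cases. With clusters made without changed genes the endothelial-like shares were 14.6% and 11.6% and overlapped (exact permutation test, p = 0.2). The monocyte/dendritic-like share was higher in all 3 HIRA KO areas, at 3.39% ± 1.95 and 7.07% ± 1.64 (SD, n = 3 each, exact permutation test, p = 0.1), and in each of the 3 slide rows. With clusters made without changed genes it was 2.77% and 6.87% and the areas overlapped (exact permutation test, p = 0.2). There the class held 2 clusters, of which the one led by H2-Ab1, Cd74 and H2-Aa, as here, made up 2.53% ± 1.30 and 4.93% ± 1.10 without overlap (SD, n = 3 each, exact permutation test, p = 0.1).

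In the other classes the areas of the groups overlapped in the clustering reported here. Cholangiocyte-like cells made up 4.09% ± 2.14 in control and 6.13% ± 2.60 in HIRA KO (exact permutation test, p = 0.3). With 1 area left out, this difference of 2.05 percentage points ranged from 0.943 without control area 2 to 3.53 without HIRA KO area 3. Hepatocyte-like cells made up 31.6% ± 9.55 and 35.6% ± 7.97 (exact permutation test, p = 0.6), and with clusters made without changed genes 25.4% and 23.8%, in the opposite order. Leaving out control area 1 also turned this difference, to -0.785 percentage points. In contrast, all 3 HIRA KO areas lay above the controls (exact permutation test, p = 0.1) with a minimum of 50 counts per cell, at a difference of 17.2 percentage points against 3.95 in the clustering reported here. The same held with log-normalized counts (17.6), lower and higher resolution (16.999 and 14.96), thinned cells (15.3) and marker score classes (10.7). Under the first 5 of these the unnamed share was lower by 19.3 to 23.7 percentage points, so that the size of the class depends on which clusters can be named. The total also holds clusters that shifted in opposite directions, each with all 3 HIRA KO areas beyond the controls (exact permutation test, p = 0.1). The Neat1 and Vegfa cluster fell from 18.8% ± 4.57 to 5.85% ± 0.242 of cells, the cluster led by Ttr and Gc rose from 0.941% ± 0.509 to 12.4% ± 7.83, and the cluster led by Gc and Apoa1 rose from 9.08% ± 3.18 to 15.6% ± 1.05 (SD, n = 3 each). With clusters made without changed genes, Ttr among them, these shifts were smaller and the areas overlapped. There 1 cluster was led by Ttr, at 5.92% ± 3.35 and 13.3% ± 4.21, and the cluster led by Neat1 and Vegfa was at 15.98% ± 4.74 and 8.25% ± 3.38 (SD, n = 3 each, exact permutation test, p = 0.2 for both). Unnamed cells made up 22.6% ± 6.08 and 13.4% ± 7.84 (exact permutation test, p = 0.2), of which the largest unnamed cluster made up 20.4% ± 6.35 and 10.2% ± 6.47 of all cells (exact permutation test, p = 0.2). Unnamed cells were lower in HIRA KO in each of the 3 slide rows. Kupffer-like cells made up 6.59% ± 1.05 and 6.51% ± 3.96 (exact permutation test, p = 1), and the sign of this difference changed under most of the alternatives. Without control area 3 it was 0.510 percentage points, without HIRA KO area 1 1.26 and without HIRA KO area 2 0.848. The stellate-like share was 9.72% ± 3.14 and 10.5% ± 3.28 (exact permutation test, p = 0.7), or 8.80% and 9.46% with clusters made without changed genes. Its difference turned to -0.713 percentage points without control area 2 and to -0.893 without HIRA KO area 2. The B-lineage-like share was 1.43% ± 1.40 and 4.21% ± 2.75 (exact permutation test, p = 0.3), higher in HIRA KO in each of the 3 slide rows. With clusters made without changed genes it was 0.868% and 1.70%, but there the class held only the cluster led by Igkc and Jchain, at 0.875% and 1.87% in the clustering reported here. T/NK-like cells made up 2.23% ± 0.633 and 3.04% ± 1.18 (exact permutation test, p = 0.5). HIRA KO area 1 was at 4.30%, whereas HIRA KO areas 2 and 3, at 1.97% and 2.85%, lay inside the range of the control areas. Neutrophil-like cells made up 2.08% ± 0.260 and 1.70% ± 0.340 (exact permutation test, p = 0.3), lower in HIRA KO in each of the 3 slide rows. Myofibroblast-like cells made up 1.35% ± 0.484 and 1.12% ± 0.444 (exact permutation test, p = 0.6). The myofibroblast-like difference turned to 0.0469 percentage points without control area 1 and to 0.0176 without HIRA KO area 3.

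Taking the 50 fields of view as units, 25 against 25, gave lower p-values, but fields of view of 1 area are not independent. A permutation test on these units gave p = 1e-05 for endothelial-like and for monocyte/dendritic-like cells, the smallest that 100000 permutations can give. It gave p = 0.0378 for cholangiocyte-like, 0.0192 for T/NK-like and 0.0374 for neutrophil-like cells, and 0.230 for B-lineage-like and 0.945 for Kupffer-like cells. Among all alternatives, classes assigned by marker score moved a share most, that of hepatocyte-like or unnamed cells, to a difference of 10.4 percentage points from -5.26. That joint share turned to 0.637 without control area 2.

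**Figure D2:**
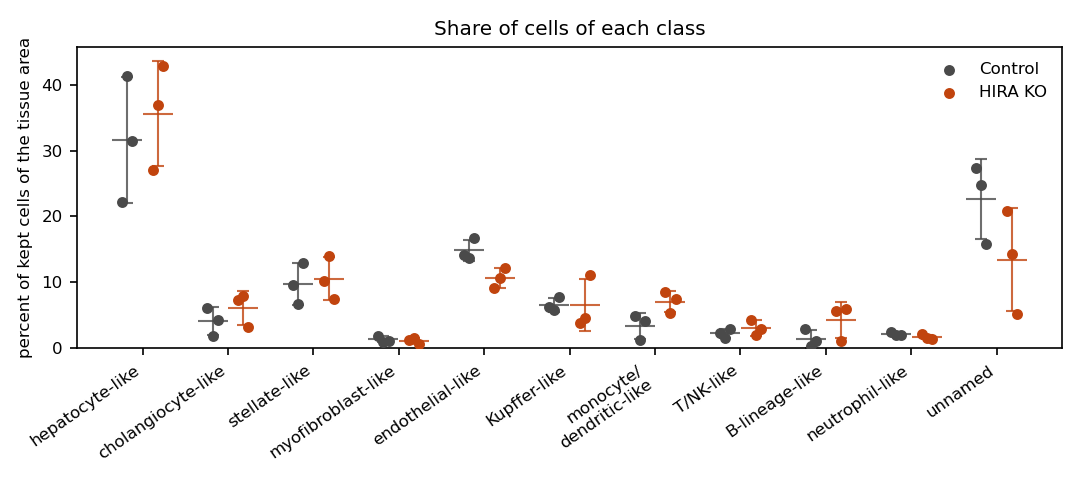
Share of cells of each class in percent of the kept cells of a tissue area, for 3 control and 3 HIRA KO areas (points, 1 per area, bars, mean and SD). Endothelial-like and monocyte/dendritic-like cells are the classes whose areas do not overlap between groups.

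The next comparison asked which cells surround cholangiocytes. Among the 20 nearest cells of cholangiocyte-like cells (128 to 807 such cells per area), Kupffer-like cells made up 2.44% ± 0.520 in control and 3.61% ± 0.794 in HIRA KO (SD, n = 3 each, exact permutation test, two-sided, p = 0.2). B-lineage-like cells made up 0.966% ± 0.890 and 2.39% ± 1.31 (exact permutation test, p = 0.2), and T/NK-like cells 1.59% ± 0.667 and 2.49% ± 0.707 (exact permutation test, p = 0.3). All of these were higher in HIRA KO in each of the 3 slide rows. The B-lineage-like difference rests in part on HIRA KO area 3, at 3.77% against 2.25% and 1.16% in HIRA KO areas 1 and 2. The T/NK-like difference rests in part on control area 2, at 0.820% against 1.96% and 1.99% in control areas 1 and 3. Stellate-like cells made up 10.1% ± 1.90 and 12.3% ± 4.71 (exact permutation test, p = 0.5), and neutrophil-like cells 1.40% ± 0.771 and 1.32% ± 0.596 (exact permutation test, p = 1). For every class the areas of the groups overlapped (smallest Benjamini-Hochberg adjusted p of these exact permutation tests over 5 classes, 0.5). Without HIRA KO area 2 the stellate-like difference changed sign, to -0.211 percentage points. The neutrophil-like difference, -0.0745, turned to 0.371 without control area 1 and to 0.256 without HIRA KO area 3. Classes assigned by marker score moved it most, to -2.92, and turned the Kupffer-like difference to -1.67 percentage points, the T/NK-like difference to -1.35 and the B-lineage-like difference to -1.23. Relative to the share of all cells of the area, the Kupffer-like share was 0.368 ± 0.0194 in control and 0.637 ± 0.206 in HIRA KO (exact permutation test, p = 0.1).

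**Figure D3:**
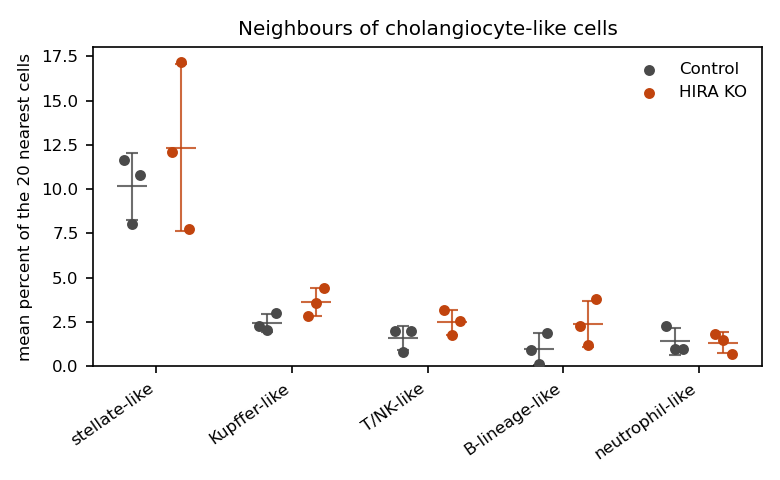
Mean share of 5 classes among the 20 nearest cells of cholangiocyte-like cells, in percent, for 3 control and 3 HIRA KO areas (points, 1 per area, bars, mean and SD). The groups overlap for every class, with stellate-like means of 10.1% and 12.3%.

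The PanCK stain, chosen as a protein measure of biliary cells, was compared as a measure that no transcript enters except through the threshold. Cells above the 99th percentile of hepatocyte-like cells made up 1.86% ± 1.63 of cells in control and 1.18% ± 1.53 in HIRA KO (SD, n = 3 each, exact permutation test, two-sided, p = 0.6). The share of all cells was lower in HIRA KO in each of the 3 slide rows (0.521% against 1.94% in control, 0.0989% against 0.191% and 2.93% against 3.45%), as it was at both other percentiles tried as the threshold, and it varied more between rows than between groups. Only 12.3% ± 7.71 of cholangiocyte-like cells in control and 4.61% ± 5.29 in HIRA KO exceeded this threshold. Without control area 3 the difference in the share of all cells changed sign, to 0.118 percentage points. The median PanCK intensity of hepatocyte-like cells was itself lower in HIRA KO in each slide row (2501 against 2912 in control, 2177 against 2674 and 3341 against 3405). The same held for the median of every other class. In cholangiocyte-like cells the median was 3030 ± 442 in control and 2765 ± 608 in HIRA KO. That is close to the 2997 ± 373 and 2673 ± 601 of hepatocyte-like cells (SD, n = 3 each), so the stain hardly set the classes apart. As 1 threshold served all areas, a dimmer stain could lower this share without fewer biliary cells. The share therefore does not measure their number.

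Over all cells, 998 genes were tested for a difference between genotypes. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 2 genes, both higher in HIRA KO, and 73 genes had an unadjusted p under 0.05. DESeq2 called 10, limma-voom on sums per field of view 11, and edgeR with the slide row as a block called 17, the count that moved most. edgeR called 1 gene without control area 2, HIRA KO area 1 or HIRA KO area 2, and 3 genes without HIRA KO area 3. All 3 HIRA KO areas lay beyond all 3 control areas for 143 genes, 14.3%, where chance gives 10%. Igha, the constant region of immunoglobulin A (chromosome 12, 113254830 to 113260236, minus strand), had a log2 fold change of 1.42 (SE 0.14, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000232). Its log2 CPM was 8.82 ± 0.13 in control and 10.23 ± 0.25 in HIRA KO (SD, n = 3 each), with all 3 HIRA KO areas above the controls. Over the 3 control areas Igha had 1256 counts, while the 10 negative probes together had 3388, 4824 and 3395 in these areas. The control level of Igha was thus near that of an average negative probe, and its fold is measured from near background. The call was lost only in limma-voom on sums per field of view (adjusted p = 0.125), within a range over the alternatives of 1.46e-25 to 0.125. Col1a1, a fibrillar collagen (chromosome 11, 94936224 to 94953042, plus strand), had a log2 fold change of 0.74 (SE 0.12, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0272). Its log2 CPM was 9.11 ± 0.13 and 9.84 ± 0.20 (SD, n = 3 each). This call was lost without control area 2 (edgeR, adjusted p = 0.278), without control area 3 (0.129), without HIRA KO area 1 (0.0922) or 2 (0.0868) and with scaling by library size only (0.126), over a range of adjusted p of 1.09e-07 to 0.278. Scaling by library size only moved the median log2 fold change of all genes from -0.01 to -0.12.

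In hepatocyte-like cells, the cells that lost HIRA, each area gave 250832 to 714850 counts. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 2 of 971 genes that do not define the class, 1 higher and 1 lower, against 101 with an unadjusted p under 0.05. With library size only, 0 were higher and 2 lower, and the median of all genes moved from -0.02 to -0.15. DESeq2 called 20 genes, limma-voom on sums per field of view 37, and edgeR with the slide row as a block 42. Groups did not overlap for 182 of 998 genes, 18.2%, against 10% by chance. Hsp90ab1, a heat shock protein gene (chromosome 17, 45567775 to 45573271, minus strand), had a log2 fold change of 0.74 (SE 0.14, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0361, range over alternatives 9.41e-06 to 0.354). Ms4a1, a B cell gene (chromosome 19, 11249675 to 11266241, minus strand), had a log2 fold change of -0.57 (SE 0.11, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0361, range over alternatives 5.84e-05 to 0.785). Its log2 CPM was 9.84 ± 0.00228 in control, a very small spread, and 9.28 ± 0.147 in HIRA KO (SD, n = 3 each). Where the counts of a B cell gene in hepatocyte-like cells come from was not tested. Both genes separated all 3 HIRA KO from all 3 control areas. Leaving out any 1 area other than control area 3 lost both calls, for example without control area 2, with edgeR adjusted p of 0.246 for Hsp90ab1 and 0.190 for Ms4a1. Without control area 3 edgeR called 17 genes, without HIRA KO area 3 it called 1, and without control area 1 or 2 or HIRA KO area 1 or 2 it called 0 (111, 81, 98 and 62 at an unadjusted p under 0.05).

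In Kupffer-like cells (53327 to 172075 counts per area), edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 4 genes, all higher in HIRA KO, and 50 genes had an unadjusted p under 0.05. All 4 are hepatocyte transcripts. Ttr (chromosome 18, 20665280 to 20674321, plus strand) had a log2 fold change of 1.598 (SE 0.31, edgeR, adjusted p = 0.00556), from 13.05 ± 0.12 to 14.59 ± 0.49 log2 CPM (SD, n = 3 each). Vtn (chromosome 11, 78499091 to 78502324, plus strand) had 1.14 (SE 0.21, edgeR, adjusted p = 0.00355), Gc (chromosome 5, 89417522 to 89457898, minus strand) 1.09 (SE 0.23, edgeR, adjusted p = 0.0139) and Azgp1 (chromosome 5, 137981520 to 137990233, plus strand) 0.84 (SE 0.19, edgeR, adjusted p = 0.0314). Over the alternatives, the adjusted p of these genes reached 0.541, 0.0937, 0.541 and 0.815 in the same order. Without control area 1 edgeR called 0 of the genes outside those that define the class (59 at an unadjusted p under 0.05), and without control area 3 it called 1, Vtn. There the edgeR adjusted p was 0.209 for Ttr, 0.274 for Gc and 0.347 for Azgp1. Azgp1 was also lost without HIRA KO area 1 (edgeR, adjusted p = 0.154) and 3 (0.0518). Among the genes that define the class, Cd163 (chromosome 6, 124304656 to 124330527, plus strand), chosen after its values were seen, was lower, with a log2 fold change of -1.52 (SE 0.19, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 1.30e-05). In Kupffer-like cells of clusters made without changed genes it was -1.56 (SE 0.19, edgeR, adjusted p = 7.44e-08), with all 3 HIRA KO areas below the controls. With classes assigned by marker score it was -0.80 and no longer passed (edgeR, adjusted p = 0.356), within a range over the alternatives of 3.26e-14 to 0.356.

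In stellate-like cells (50893 to 167507 counts per area), 1 gene outside those that define the class was called, with 71 at an unadjusted p under 0.05. This was Efnb2 (chromosome 8, 8617434 to 8661242, minus strand), with a log2 fold change of 0.96 (SE 0.23, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0309, range over alternatives 0.0309 to 0.716). Its mean count of 40.5 did not exceed the highest negative probe, so it falls outside the naming rule and was chosen after its values were seen. Without control area 1, 2 or 3 in turn, edgeR called 0 genes (74, 61 and 75 at an unadjusted p under 0.05), and Efnb2 was also lost without HIRA KO area 2 (edgeR, adjusted p = 0.320). Without HIRA KO area 3, edgeR called 4 genes. Col1a1, which defines the class, had a log2 fold change of 1.28 (SE 0.20, edgeR, adjusted p = 3.83e-07, range over alternatives 1.08e-07 to 0.0258) in stellate-like cells of clusters made without it, and was chosen after its values were seen. In endothelial-like cells edgeR called 0 of 979 genes (71 at an unadjusted p under 0.05), DESeq2 called 1 and edgeR with the slide row as a block 4, and without control area 3 or HIRA KO area 2 edgeR called 1. In cholangiocyte-like cells, which gave 17142 to 102650 counts per area, edgeR called 0 of 976 genes (63 at an unadjusted p under 0.05), DESeq2 0 and edgeR with the slide row as a block 3. Groups did not overlap for 11.7% of genes in stellate-like, 11.04% in Kupffer-like, 11.2% in endothelial-like and 10.9% in cholangiocyte-like cells, against 10% by chance.

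**Figure D4:**
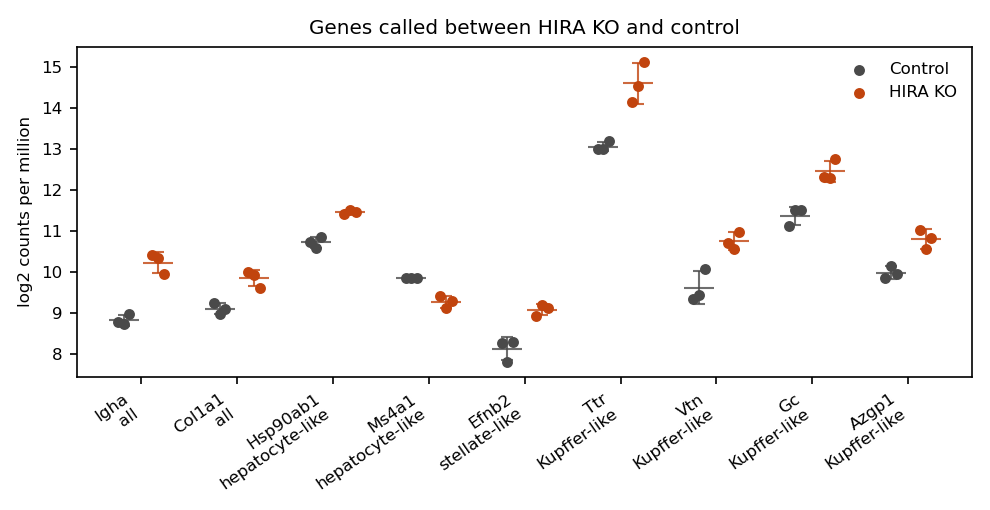
Log2 CPM of the called genes, each in the cells named under it, for 3 control and 3 HIRA KO areas (points, 1 per area, bars, mean and SD). Ms4a1 is the gene that is lower in HIRA KO, and Efnb2 has a mean count of 40.5, below the highest negative probe.

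Fixed gene lists addressed fibrosis, biliary identity and hepatocyte identity. For fibrosis, 35 of 46 listed genes were on the panel and 27 of them are not stellate markers. In stellate-like cells their median log2 fold change was 0.19 and their mean 0.19, with 18 higher and 9 lower (camera, p = 0.000182, fry, p = 0.0115). The mean log2 CPM of the list was 9.84 ± 0.04 in control and 10.02 ± 0.06 in HIRA KO (SD, n = 3 each, exact permutation test, two-sided, p = 0.1). Over all cells the median was 0.06 (camera, p = 0.436), the alternative that moved it most. With clusters made without changed genes it was 0.13 (camera, p = 0.0155) and the list means overlapped (exact permutation test, p = 0.2), as they did with library size only (median 0.15, exact permutation test, p = 0.3). Without HIRA KO area 1 the median was 0.11. Adjusted over the list alone, edgeR called 2 genes, and over all genes tested 1. With the stellate markers included, 35 genes, the median was 0.23 (camera, p = 3.41e-08) and the calls were 7 and 3, and in clusters made without changed genes the median of these was 0.13 (camera, p = 1.67e-05) and the calls were 7 and 4. The gene called without the markers was Col6a3 (chromosome 1, 90765923 to 90843971, minus strand), at a log2 fold change of 0.98 (SE 0.19, edgeR, adjusted p = 0.00224, range over alternatives 4.55e-05 to 0.0612). It leads 1 of the stellate-like clusters, and was at 0.90 (SE 0.19, edgeR, adjusted p = 0.00103) with clusters made without it. It did not pass without control area 2 (edgeR, adjusted p = 0.0612) or 3 (0.0563). The lowest p among list members that fell was that of Col8a1, with a log2 fold change of -0.41 (SE 0.22, edgeR, adjusted p = 0.691) at a mean count not above the highest negative probe.

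The biliary list, 8 of 9 genes on the panel, did not differ over all cells. Its median log2 fold change was 0.02 and its mean 0.04, with 5 genes higher and 3 lower (camera, p = 0.626, fry, p = 0.697), and its mean log2 CPM was 9.33 ± 0.09 and 9.37 ± 0.14 (SD, n = 3 each, exact permutation test, p = 0.6). In hepatocyte-like cells alone the list mean was 9.12 in either group, little lower than over all cells. Most of the list's signal over all cells thus did not come from cholangiocyte-like cells. The list could hardly register a change in their share, and its result does not argue against one. Adjusted over the list alone, 0 genes were called by edgeR, as over all genes tested and with DESeq2, and Epcam had the lowest p, at a log2 fold change of 0.29 (SE 0.13, edgeR, unadjusted p = 0.0481, adjusted p = 0.671). Among members that fell, Krt7 had the lowest p, at -0.15 (SE 0.14, edgeR, adjusted p = 0.850). Neither had a mean count above the highest negative probe. Scaling by library size only gave the list a median of -0.09, while camera's direction stayed higher, and leaving out control area 2 gave -0.05. Without HIRA KO area 1 the median was 0.0056 while the mean was -0.0096 and camera's direction was lower (p = 0.703).

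The hepatocyte list, 10 of 47 genes on the panel, was higher in HIRA KO. All 10 of its genes define the hepatocyte-like class, 8 as markers and Gc and Vtn as leading genes of its clusters. The value over all cells does not depend on the clustering, with a median of 0.35 and a mean of 0.43 (camera, p = 2.38e-05, 8 genes higher and 2 lower, 2 called over the list alone and 0 over all genes tested). The mean log2 CPM over all cells was 12.05 ± 0.18 in control and 12.46 ± 0.21 in HIRA KO, with all 3 HIRA KO areas above the controls (SD, n = 3 each, exact permutation test, p = 0.1). In hepatocyte-like cells the median was 0.48 and the mean 0.50 (camera, p = 2.58e-09, fry, p = 0.00249), with 9 genes higher and 1 lower. The camera calls of the fibrosis and hepatocyte lists thus both held under fry. Adjusted over the list alone, 5 genes were called, and over all genes tested 1, Vtn, whereas edgeR with the slide row as a block called 6 in either adjustment. For Vtn the log2 fold change was 0.999 (SE 0.16, edgeR, adjusted p = 0.0264, range over alternatives 2.39e-08 to 0.162). It did not pass without control area 1 (edgeR, adjusted p = 0.0656) or 2 (0.162) or without HIRA KO area 1 (0.0845) or 2 (0.0540). Vtn is among the genes that define the class, and over all cells its log2 fold change was 0.83 (SE 0.20, edgeR, adjusted p = 0.251). The gene that fell was Glul (chromosome 1, 153899944 to 153909723, plus strand), at -0.57 (SE 0.40, edgeR, adjusted p = 0.608). Its value was -1.41 without HIRA KO area 3, -0.23 without control area 3 and -0.76 with the slide row as a block (edgeR, adjusted p = 0.00157, range over alternatives 0.00157 to 0.932).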

Values the study reported

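The study profiled the sections with a panel of 1000 genes and took 7 to 9 fields of view from each tissue. It defined the neighbourhood of a cholangiocyte as its 20 nearest cells. It gave no values for cell shares in its text, but described larger cholangiocyte and Kupffer cell populations and smaller endothelial and B cell populations in HIRA KO livers. Around cholangiocytes it described more neutrophils, Kupffer cells, T cells and stellate cells, and it described a higher fibrosis score in stellate cells. From bulk RNA-seq of livers it reported a lower liver identity score at every time tested, and higher biliary markers in aged HIRA KO livers. By lineage tracing it reported CK19-positive cells with a hepatocyte label, which it read as conversion of hepatocytes into cholangiocytes.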

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

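All tests in this part were chosen after the results they measure had been seen.

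Signal in measurements outside the comparisons was higher in HIRA KO areas. Negative probes, which should bind nothing, gave 1.53 times as many counts per cell area in HIRA KO as in control. Gene targets rose by the same factor of 1.53. A higher signal of every probe on that side of the slide would raise both alike, but the negative probes are themselves the value that drew attention, so their rise is no test of it and it stays open. The side of the slide stays open as well, since 0 columns of the slide held both groups, and so do genotype and section thickness, which were not tested. Ratios within an area, such as log2 fold changes, are not moved by a factor common to all probes.

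Transcripts outside cells numbered 60073 ± 4113 per control area and 112497 ± 12998 per HIRA KO area (SD, n = 3 each), 1.87 times as many, with all 3 HIRA KO areas above the controls (exact permutation test, p = 0.1). More decoded transcripts overall would leave the percent outside cells within the spread of the areas. That percent was 6.29 ± 1.29 in control and 7.40 ± 1.18 in HIRA KO (ratio 1.18, exact permutation test, p = 0.3), with 1 HIRA KO area above the controls, but it was higher in HIRA KO in each of the 3 slide rows. The values therefore do not decide whether more decoded transcripts account for it. A difference in segmentation, or in the tissue itself, stays open and was not tested.

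The CD45 stain, a leukocyte protein, had a median over all cells of 738 ± 73.8 in control and 1031 ± 155 in HIRA KO (SD, n = 3 each), 1.40 times higher, with all 3 HIRA KO areas above the controls (exact permutation test, p = 0.1). Brighter staining of every channel alike would have left the ratio of CD45 to CD3 unchanged. This ratio was 1.57 times higher in HIRA KO, with all 3 areas above the controls. A larger share of immune cells alone would have left the hepatocyte-like cells unchanged, yet their median was 1.23 times higher, from 635 ± 25.05 to 781 ± 64.3, in all 3 areas. The B2M stain of these cells rose by a similar factor of 1.24, also in all 3 areas, whereas CD3 (0.908), PanCK (0.892) and DAPI (0.978) did not rise. Brighter staining shared by CD45 and B2M in hepatocyte-like cells is therefore not excluded. Light or membrane of neighbouring immune cells inside the outlines of hepatocyte-like cells, a brighter CD45 channel on that side of the slide and the genotype may each contribute and were not separated.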

How the results depend on the processing

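Alternatives chosen after the data were seen are the slide row as a block, thinned cells, clusters made without changed genes, unnamed cells joined to hepatocyte-like cells and the joint hepatocyte-like or unnamed share. Of 211 alternatives for shares, 176 kept the direction and the side of 0.05, 29 turned the direction and 6 passed 0.05. For neighbour shares the numbers were 52, 9 and 4 of 65. Since the exact permutation test of 3 against 3 areas cannot pass 0.05, a kept side of the threshold says nothing here about stability. For gene lists 33 of 37 kept both, for counts of genes 42 of 81 stayed within 1.5 times, and for named genes 172 of 230 kept both and 0 changed direction. Where no cause is given, the cause was not tested.

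In percentage points of HIRA KO minus control, the Kupffer-like share, at -0.0827, turned to 1.61 with a minimum of 50 counts per cell, 0.740 with no limit on cell area, 1.91 with log-normalized counts, 0.947 with the Harmony-type correction, 0.876 and 0.477 at lower and higher resolution, 1.16 in thinned cells and 1.70 with clusters made without changed genes. The Harmony-type correction turned the hepatocyte-like share to -1.37 and the myofibroblast-like share to 0.128. Clusters made without changed genes turned these to -1.56 and 0.0453, and the neutrophil-like neighbour share to 0.0871. The neutrophil-like share turned to 0.134 with a minimum of 50 counts and 0.136 at higher resolution. Marker score classes turned the cholangiocyte-like share to -0.253, stellate-like to -0.0881, T/NK-like to -1.63, B-lineage-like to -0.700, hepatocyte-like or unnamed to 10.4, and the Kupffer-like, T/NK-like and B-lineage-like neighbour shares to -1.67, -1.35 and -1.23. Dividing by the share of all cells, the B-lineage-like neighbour difference was -0.127 and the neutrophil-like 0.108.

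Units below the area passed 0.05, by construction with more units: fields of view for cholangiocyte-like (2.10), endothelial-like (-4.21), monocyte/dendritic-like (3.50), T/NK-like (0.733), neutrophil-like (-0.411) and unnamed cells (-9.69), and single cells for stellate-like (2.96), Kupffer-like (0.912), T/NK-like (0.627) and B-lineage-like neighbours (0.855).

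Leaving out each area gave ranges of -0.785 to 8.77 for hepatocyte-like, -0.893 to 2.43 for stellate-like, -0.413 to 0.0469 for myofibroblast-like, -2.36 to 1.26 for Kupffer-like and -8.78 to 0.637 for hepatocyte-like or unnamed cells. They were -0.211 to 4.49 for stellate-like and -0.322 to 0.371 for neutrophil-like neighbours, and -1.55 to 0.118 for cells above the PanCK threshold. The called genes numbered 1 to 3 over all cells, 0 to 17 in hepatocyte-like (17 without control area 3), 0 to 4 in stellate-like, 0 to 4 in Kupffer-like and 0 to 1 in endothelial-like cells. The biliary list ranged from -0.0493 to 0.0677.

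DESeq2 called 10 genes over all cells, 20 in hepatocyte-like and 1 in endothelial-like cells, and sums per field of view with limma-voom 11 and 37 in the first pair. The slide row as a block called 17 over all cells, 42 in hepatocyte-like, 8 in Kupffer-like, 4 in endothelial-like and 3 in cholangiocyte-like cells. Library size only called 1 over all cells and 0 in stellate-like cells, and a fold above 1 as well called 1 over all cells and 0 in hepatocyte-like cells. In hepatocyte-like cells, every segmented cell gave 4, added unnamed cells 0 and clusters made without changed genes 4. Those clusters gave 7 in Kupffer-like and 4 in endothelial-like cells, and marker score classes 2 in stellate-like, 0 in Kupffer-like and 2 in cholangiocyte-like cells. The fibrosis list over all cells fell to a median of 0.0648 (camera, p = 0.436), and the biliary list turned to -0.0938 with library size only and -0.0135 in hepatocyte-like cells only.

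Hepatocyte-like cells with no cell of another class among their 10 nearest numbered 6 to 107 per area, too few to test, and this alternative was not run.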

Other observations

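The tests of the hepatocyte list inside nuclei and without Ttr were chosen before their results were seen. The hepatocyte list over all cells and the marker score classes were alternatives chosen before the data were examined. The other tests in this part were chosen after the results they measure.

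The 6 areas can be split 3 against 3 in 10 ways, so no share of splits could fall under 0.1. As many called genes as in the real split came from 2 of the 10 splits over all cells, where control area 1 with HIRA KO areas 1 and 3 against the rest gave 3 genes. In hepatocyte-like, stellate-like and Kupffer-like cells it was 1 of 10 splits, the real one. In endothelial-like and cholangiocyte-like cells, where 0 genes were called, all 10 splits gave as many. A camera p as small as the real one came from 1 of 10 splits for the fibrosis list in stellate-like cells, 8 for the biliary list over all cells and 1 for the hepatocyte list in hepatocyte-like cells.

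The hepatocyte list was higher in HIRA KO relative to all counts. A lower share of background in HIRA KO would need a ratio of negative to gene counts per target of 0.234 in hepatocyte-like cells, and this ratio was 0.452 ± 0.0508 in control and 0.490 ± 0.0176 in HIRA KO (SD, n = 3 each), so it did not fall. The choice of cells by clustering is argued against by a median of 0.35 over all cells. A single abundant gene is argued against as the whole cause, since without Ttr 8 of 9 genes were higher in hepatocyte-like cells (median 0.35, camera, p = 6.74e-07), with the list mean of all 3 HIRA KO areas above the controls. Over all cells the list without Ttr was also higher (median 0.20, camera, p = 0.000542), with all 3 HIRA KO areas above the controls. A larger share of transcripts from outside the nucleus stays open. Among transcripts inside nuclei the median was 0.16 (camera, p = 0.0119), with 2 of 3 HIRA KO areas above the controls, neither near 0 nor separated. Only 10 of the 47 listed genes were on the panel, so the list may not stand for hepatocyte identity as a whole, and genotype and side of the slide both remain open. The direction is opposite to the lower liver identity score that the study reported from bulk RNA-seq. That score used another gene list and another assay, so the results are not directly comparable.

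Hepatocyte transcripts were higher in Kupffer-like cells of HIRA KO areas. They were also higher in endothelial-like cells. There the log2 fold changes of Ttr, Gc, Vtn and Azgp1 were 1.31, 0.83, 0.66 and 0.51, each in all 3 areas. In stellate-like cells they were 1.18, 0.72, 0.42 and 0.27, with Ttr and Gc in all 3 areas. None was called in either class, but edgeR called Ttr, Gc, Vtn and Fgg in endothelial-like cells of clusters made without changed genes. Transcripts of neighbouring hepatocytes assigned to Kupffer-like cells may account for part of the rise in Kupffer-like cells. Within areas, the share of counts from Ttr, Gc, Vtn and Azgp1 was higher in Kupffer-like cells with more hepatocyte-like neighbours, with a mean log2 ratio of 0.39 that was positive in 6 of 6 areas. A first version of this test, which also counted unnamed cells as neighbours and set cells with at least 7 against at most 4 of 10, gave a mean of 0.20, positive in 4 of 6 areas, with a mean of -0.12 in the control areas and 0.52 in the HIRA KO areas. Kupffer-like cells with few such neighbours in this version still differed between groups, with 1.40% ± 0.302 of counts in control and 2.85% ± 0.958 in HIRA KO (SD, n = 3 each), in all 3 areas. The same share in hepatocyte-like cells was 4.15% ± 0.432 and 8.87% ± 1.57, so the source of such transcripts differed between groups too.

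Igha was higher over all cells. B-lineage-like cells held 13.1% of its counts in control and 58.8% in HIRA KO. In control the level of Igha was near that of the negative probes, so the 13.1% is taken over counts near background. Without B-lineage-like cells the log2 CPM difference was 0.30, against 1.29 with them, and all 3 HIRA KO areas still lay above the controls (exact permutation test, p = 0.1). B-lineage-like cells thus carry most of the difference, but more such cells and more Igha in each cannot be told apart. These cells numbered 334 in control and 1124 in HIRA KO. Their Igha counts per cell were 0.529 ± 0.626 and 4.59 ± 5.00, with all 3 HIRA KO areas above the controls (exact permutation test, p = 0.1), whereas relative to their total counts the areas overlapped (log2 CPM 11.16 ± 2.28 and 13.92 ± 1.65, exact permutation test, p = 0.3), with as few as 17 cells in an area. What is left outside these cells cannot be told apart from plasma cell transcripts assigned to neighbouring cells. Whether the HIRA KO mice had more plasma cells because of the genotype was not tested.

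Col1a1 was higher over all cells. A larger share of stellate-like cells alone is argued against, since within stellate-like cells of clusters made without Col1a1 and the other changed genes its log2 fold change was 1.28 (SE 0.20, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, p = 3.83e-07), higher in all 3 HIRA KO areas. A different mix of stellate cell states, the genotype and the side of the slide stay open as possible sources.

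The lower endothelial-like share does not rest on counts per cell alone. With every cell thinned to 50 counts, which left out 4248 control and 4135 HIRA KO cells, the shares were 12.3% ± 0.990 and 9.26% ± 1.21 (SD, n = 3 each), a difference of -3.03 percentage points with all 3 HIRA KO areas below the controls. In thinned cells the monocyte/dendritic-like share was also higher, by 4.49 percentage points, but the areas overlapped (3.85% ± 2.19 and 8.34% ± 3.06, exact permutation test, p = 0.2). A difference in counts per cell therefore stays open. That setting had no B-lineage-like cluster led by Cd52 and H2-DMb2, and both genes were among those leading its monocyte/dendritic-like cluster. The class may there include cells that were B-lineage-like in the clustering reported here, so the sizes are not directly comparable. MHC class II genes spread over other cells could also raise this class. Of the 4 leading genes of its cluster outside MHC class II, 3 (Gpnmb, Psap and Ctsd) were higher over all cells in all 3 HIRA KO areas, but these genes lead the class and exclude nothing. A share can also fall because another class rises, and genotype stays open for both classes.

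The unnamed cluster led by Saa1/2, Cxcl9 and Mt1, genes of the acute phase and interferon response, held 1073 cells, of which 531 lay in HIRA KO area 1. In 1 field of view of that area they made up 24.3% of the cells. Its share was 1.61% ± 0.625 in control and 2.48% ± 2.38 in HIRA KO (SD, n = 3 each, exact permutation test, p = 0.8). No biological explanation was tested for this local group of cells.

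The B-lineage-like share was 1.43% in control and 4.21% in HIRA KO, and the areas overlapped (exact permutation test, p = 0.3). That is opposite in direction to what the study described, whereas marker score classes gave a difference of -0.700 percentage points. Both clusters of the class were higher in HIRA KO, that of plasma cells at 0.875% and 1.87% and the other at 0.556% and 2.35%. Cell classes were rebuilt here.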
